A study of Homo sapiens with 6 samples.

How the data were processed

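RNA-seq libraries from Ishikawa cells, an endometrial adenocarcinoma line that responds to estrogen, were analysed from gene-level tables. The 6 libraries came from 3 lines, the parental line and 2 clones in which the transcription factor gene ETV4 had been knocked out. Each line gave 1 library after the vehicle (0.1% DMSO) and 1 after 10 nM 17β-estradiol (E2). Per the labels, cells had been kept in hormone-depleted medium before treatment, and poly(A)-selected libraries were made from total RNA with a stranded kit. The labels disagree on the treatment time: the protocol gives 8 h and the sample characteristics give 1 h.

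The deposited raw table holds a whole-number count per gene and library, and no step before those counts is recorded. The aligner, the counting program, the annotation, the genome build and the use of strand in counting were not stated in the labels or the headers. The files name genes by symbol alone, so no coordinates are given. The second deposited table holds a normalized signal per gene, labelled as normalized counts. In every library that signal equalled the raw count divided by the DESeq2 median-ratio size factor recomputed from the raw table, which ran from 0.926 to 1.19. The tests used the raw counts, and the normalized signal entered only as an alternative for the level of ETV4. Column names in the tables write DMOS and ER, which were read as DMSO and E2, since each line had just 1 library of each treatment. The sample groups, the tests, the genes to be named and most alternatives were fixed before the data were examined.

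Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr on the 4 groups of genotype and treatment, which left 15611 of 26364 genes (14881 for the fit of the clones alone). A total of 5767 genes had 0 counts in every library. Libraries were scaled by TMM, and genes were tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at an adjusted p of 0.05. The knockout effect and the E2 effect came from 1 model with treatment and genotype. The E2 effect in the clones alone came from their 4 libraries. The interaction of E2 with genotype came from a model of all 6 libraries. Standard errors were taken as the size of the log2 coefficient over the square root of the F statistic. Expression levels are CPM (counts scaled to library size after TMM), and log2 ratios between single libraries used a prior count of 2. Descriptive counts of changed genes used the 12367 genes with a mean of at least 2 CPM over the 6 libraries. The parental line had 1 library per treatment, so its differences have no replicate check and no p-value is given for them. The knockout test treats the libraries of 1 line as independent, although line and genotype cannot be separated for the parental line.

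The pairing of libraries comes from the clone numbers in the labels, which join the DMSO and the E2 library of each line. To check it, the difference between clone 1 and clone 2 was correlated between the treatments across genes. The replicate block was line as a fixed factor for the E2 effects and for the interaction. For the knockout effect, where line is nested in genotype, it was a random effect in limma's duplicateCorrelation. The paired fits of the clones alone and of the interaction left 1 residual degree of freedom, and edgeR estimated an infinite prior degrees of freedom in both, so their p-values rest on a spread shared by all genes.

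Genes named in the text were up to 5 per direction with the largest log2 change among those with an adjusted p below 0.05, a mean of at least 2 CPM and the same direction in every like-for-like difference. ETV4, its paralogs ETV1 and ETV5, and ESR1, PGR, GREB1 and TFF1 were named in addition wherever present. A result for a gene that met this rule is not reported here. A list of 40 estrogen-induced genes was also fixed beforehand from general knowledge. Its median change was set against 10000 random lists of the same size matched on mean expression, as a description of these libraries. To compare the size of the E2 response between lines, genes with a change of at least 2-fold in 1 line were read in the other lines, with each line as the selecting line in turn. Intervals of medians are 95% binomial order-statistic intervals across genes, which are not independent replicates.

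Alternatives were median-ratio scaling, no filter on low counts, a filter of at least 10 counts in every library, DESeq2 1.42.0 (Wald test with independent filtering), limma-voom (limma 3.58.1), an added 2-fold threshold, the replicate block, each line left out in turn, other prior counts, other thresholds for selecting genes, and deposited in place of recomputed scaling for ETV4. Other alternatives were chosen after seeing the data: a correction for GC content and transcript length, the same with the replicate block, the replicate block in limma-voom, and the level of ETV4 in each clone alone. The correction removed each library's lowess trend (span 0.3) of log2 expression on the median GC content and length of each gene's transcripts in GENCODE release 29, and 14607 of the 15611 genes (93.6%) had both values. Genes without them were left out of corrected results, so corrected counts cover fewer genes. That release may differ from the annotation behind the counts, and it was used for these properties only. Chromosome names came from a RefSeq gene list, matched by symbol. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

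Total counts ran from 28037392 to 36829479 per library. One count corresponded to 0.0272 to 0.0357 CPM, and the floor of 3 counts to 0.0815 to 0.107 CPM before TMM scaling. Shares of counts are given with 95% Wilson intervals. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

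The tests were run on simulated counts with 200 genes changed per effect at a log2 effect of 2. With independent libraries, 100% of the 200 changed genes were recovered for the knockout effect and for the E2 effect over the 3 lines (15279 genes tested). Recovery was 99.7% of 600 for the clones alone (14881 genes) and 62% of 400 for the interaction without the block (15279 genes). When each line had its own simulated level per gene, the knockout test made 59 false calls among 267, while the unpaired interaction recovered 87.2% of 400 with 0 false calls (15281 genes in each). Under the same levels the paired interaction recovered 99.8% of 400 with 16 false calls among 415. The simulated spread (biological coefficient of variation), alike for all genes, was 0.205 with independent libraries. It was 0.095 with line levels and in the GC simulation below, so recoveries under the unlike spreads cannot be compared. The 0.095 was the estimate of the paired fit itself, so the recovery of that fit does not show that this spread was right. A simulated GC trend gave 645 calls among 14350 genes before the correction and 0 after it.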

Results

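Gene expression was profiled in 6 poly(A)-selected RNA-seq libraries from Ishikawa endometrial adenocarcinoma cells, which respond to estrogen. The parental line and 2 ETV4 knockout clones were each given DMSO or 10 nM E2, with 1 library per line and treatment. The knockout groups therefore had n = 2 clones per treatment and the parental groups had 1 library each. The total was 35532428 counts for clone 1 in DMSO and 28943494 for clone 1 in E2. It was 28037392 for clone 2 in DMSO and 28401778 for clone 2 in E2. The parental libraries held 33108589 counts in DMSO and 36829479 in E2. Between 17755 and 18658 genes had at least 1 count in a library. The most abundant gene took at most 1.92% of a library (EEF1A1 in the parental DMSO library, 95% Wilson interval 1.91% to 1.92%).

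The targeted gene was examined first. ETV4 had 586 counts in the parental line in DMSO and 1063 in E2. Clone 1 had 122 counts in DMSO and 86 in E2, and clone 2 had 71 and 81. In DMSO the clones averaged 14.8% ± 3.52 (SD, n = 2) of the parental level, and in E2 they averaged 10.1% ± 0.449 (SD, n = 2). The log2 difference between knockout and parental libraries was -3.04 (SE 0.21), with an adjusted p of 0.00868 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and ETV4 was lower in each clone under each treatment. The ETV4 level separated the 4 knockout libraries from the 2 parental ones as labelled. Among the other scalings, total counts moved the mean in DMSO most, to 16.9% of the parental level. Between DMSO and E2, ETV4 rose by 0.53 on the log2 scale in the parental line. It changed by -0.20 in clone 1 and by 0.19 in clone 2.

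**Figure D1:**
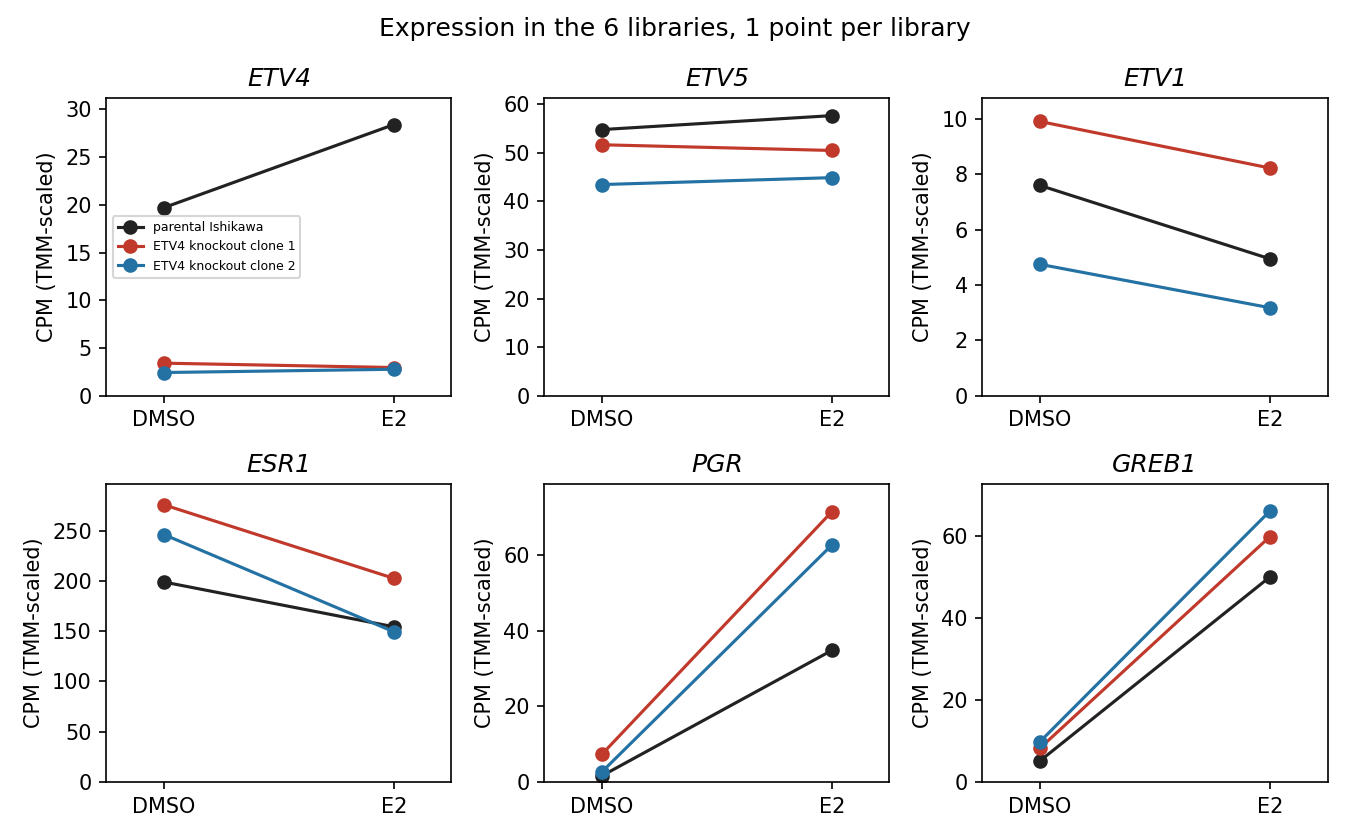
TMM-scaled CPM (vertical axes, each starting at 0) of ETV4, ETV5, ETV1, ESR1, PGR and GREB1 in DMSO and E2 (horizontal axes), with 1 point per library and a line joining the libraries of each cell line. ETV4 lay between 2.42 and 3.41 CPM in the 4 knockout libraries, against 19.7 and 28.4 CPM in the parental ones, while PGR and GREB1 were higher in E2 than in DMSO in all 3 lines.

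The next comparison asked which genes differed between knockout and parental libraries with treatment in the model. A total of 51 of 15611 genes had an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 23 were higher and 28 lower in the clones, and 50 differed by at least 2-fold. With line as a random replicate block in limma-voom the count was 46, against 57 in limma-voom without the block. Of the 46 genes, 42 were among the 51, and the consensus correlation within line was 0.113. The count moved most when clone 2 was left out, to 996. The test cannot separate the genotype from other differences between the parental line and the clones, and it made 59 false calls on simulated lines that each had their own expression levels.

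Among the 44 of these genes that met the criteria for naming, EPHA5 fell most. It stood at 103 CPM in DMSO and 71.1 CPM in E2 in the parental line, against 1.33 ± 0.289 and 0.890 ± 0.0989 CPM (SD, n = 2) in the clones. Its log2 difference was -6.28 (SE 0.16), with an adjusted p of 5.01e-05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The gap junction gene GJA1 differed by -4.46 (SE 0.49), ALDH3A1 by -4.23 (SE 0.34), TUNAR by -4.07 (SE 0.35) and FAM208A by -3.70 (SE 0.39). The genes with the largest increases were SLC9A3 at 3.85 (SE 0.50), PCDH19 at 2.73 (SE 0.25), LOC442497 at 2.64 (SE 0.31), LBH at 2.32 (SE 0.22) and MAPK4 at 2.06 (SE 0.21). Adjusted p-values for these 9 genes ran from 0.0143 for ALDH3A1 to 0.0466 for SLC9A3 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. SLC9A3 was no longer past the threshold in limma-voom without a block or with line as a random block, and LOC442497 was not with the random block. GJA1 also differed between the clones, with 19.6 CPM in clone 1 and 54.3 CPM in clone 2 in DMSO, against 886 CPM in the parental line. Values of genes with an overlapping antisense gene or a close copy are uncertain, because the use of strand in counting was not stated.

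The paralogs of ETV4 and the estrogen receptor gene did not pass the threshold in this comparison. The log2 difference was 0.08 (SE 0.44) for ETV1, -0.24 (SE 0.13) for ETV5 and 0.29 (SE 0.17) for ESR1. ETV1 stood on either side of the parental level in the clones, with 9.91 CPM in clone 1 and 4.75 CPM in clone 2 in DMSO against 7.60 CPM. PGR was higher in the clones by 1.22 (SE 0.39) and GREB1 by 0.55 (SE 0.17), with adjusted p-values of 0.332 and 0.312 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. PGR passed the threshold in DESeq2's Wald test, at a log2 difference of 1.24, and when clone 2 was left out, at 1.47. TFF1 had 1 count in the E2 library of clone 2 and 0 in the other 5, so it was not tested.

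The E2 effect was then tested over the 3 lines, with genotype in the model. A total of 176 genes had an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 141 were higher and 35 lower in E2. The clone numbers paired the libraries: across all tested genes the difference between the clones in DMSO correlated with that in E2 at 0.626, and at 0.739 over genes with a mean of at least 2 CPM. With the replicate block 384 genes passed, 268 higher and 116 lower, and these included all 176. The count moved most when clone 2 was left out, to 3353, and it was 49 without the parental line.

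The genes with the largest increases were ALPI at a log2 change of 6.63 (SE 0.57), ALPP at 6.11 (SE 0.51), ANPEP at 5.07 (SE 0.38), DHRS3 at 5.0 (SE 0.31) and IQSEC3 at 4.99 (SE 0.19). Their adjusted p-values ran from 5.69e-04 for IQSEC3 to 0.00540 for ALPI and ALPP in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. IQSEC3 rose from 0.763 ± 0.0653 to 23.9 ± 2.63 CPM (SD, n = 2) in the clones and from 0.538 to 18.2 CPM in the parental line. In DMSO, ALPI stood at 0.0672 CPM in the parental line, under the floor of 3 counts, and at 0.167 and 0.137 CPM in the clones. ALPP and ANPEP lay between 0.168 and 0.478 CPM in the DMSO libraries. The size of these increases therefore rests on few counts, and the filter of at least 10 counts in every library removed these genes. ALPI and ALPP are close paralogs, and the division of reads between them is uncertain. The largest decreases were in CYP1A1 at -2.54 (SE 0.23), LMO3 at -2.14 (SE 0.26), BMF at -2.10 (SE 0.28), HNRNPA1L2 at -2.06 (SE 0.33) and CLDN9 at -1.85 (SE 0.24). HNRNPA1L2 is a near-copy of HNRNPA1 and is uncertain for the same reason. Without the parental line LMO3, BMF, HNRNPA1L2 and CLDN9 were still lower but no longer past the threshold, while CYP1A1 passed.

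PGR rose by 3.94 (SE 0.38) and GREB1 by 2.96 (SE 0.16), with adjusted p-values of 0.00772 and 0.00214 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the replicate block the changes were 4.03 and 2.96, with adjusted p-values of 0.00375 and 0.00222 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. PGR stood at 34.8 CPM in the parental line in E2 and at 67.1 ± 6.23 CPM (SD, n = 2) in the clones. GREB1 stood at 50.1 CPM and at 63.1 ± 4.43 CPM (SD, n = 2). ESR1 changed by -0.50 (SE 0.16) and was lower in E2 in each line, without passing the threshold (adjusted p 0.177, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ETV4, ETV1 and ETV5 changed by 0.18 (SE 0.21), -0.45 (SE 0.41) and 0.03 (SE 0.12), and none passed.

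The clones were tested alone to ask which genes responded to E2 when ETV4 was knocked out. In their 4 libraries 49 of 14881 genes had an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 47 higher and 2 lower in E2. With the replicate block the count was 2227, with 1271 higher and 956 lower, including all 49. The paired fit combined with the GC and length correction, chosen after seeing the data, moved the count most, to 2390. The pairing check was the correlation of 0.626 given above. All 49 genes changed in the same direction in the parental line, and 47 of them did so by at least 2-fold. All 49 were also among the 176 genes of the 3-line test. The largest increases were again in ALPI (6.48, SE 0.70), ALPP (6.03, SE 0.65), ANPEP (5.15, SE 0.47), IQSEC3 (4.95, SE 0.23) and DHRS3 (4.89, SE 0.38). CYP1A1 fell by 2.71 (SE 0.29) on the log2 scale. The low DMSO counts of ALPI, ALPP and ANPEP limit the size of their changes here as well. In limma-voom without the block ALPI, ALPP and ANPEP were no longer past the threshold, while with the replicate block in limma-voom they passed.

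A list of 40 estrogen-induced genes, of which 34 could be tested, was read in each line. The median E2 log2 change was 0.96 in the parental line (95% interval 0.32 to 2.06), 0.58 in clone 1 (0.31 to 1.13) and 0.68 in clone 2 (0.26 to 1.35). In each line the median lay above that of all 10000 random lists matched on mean expression. The 3 intervals overlapped. The change was smaller in both clones than in the parental line for 15 of the 34 genes and larger in both for 8, and 11 genes were at least 2-fold higher in all 3 lines. In the 3-line test 10 of the 34 genes had an adjusted p below 0.05 when adjusted over all genes, and 15 when adjusted over the list alone, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The GC and length correction, chosen after seeing the data, moved the parental median most, to 0.72, with 0.58 in clone 1 and 0.67 in clone 2.

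**Figure D2:**
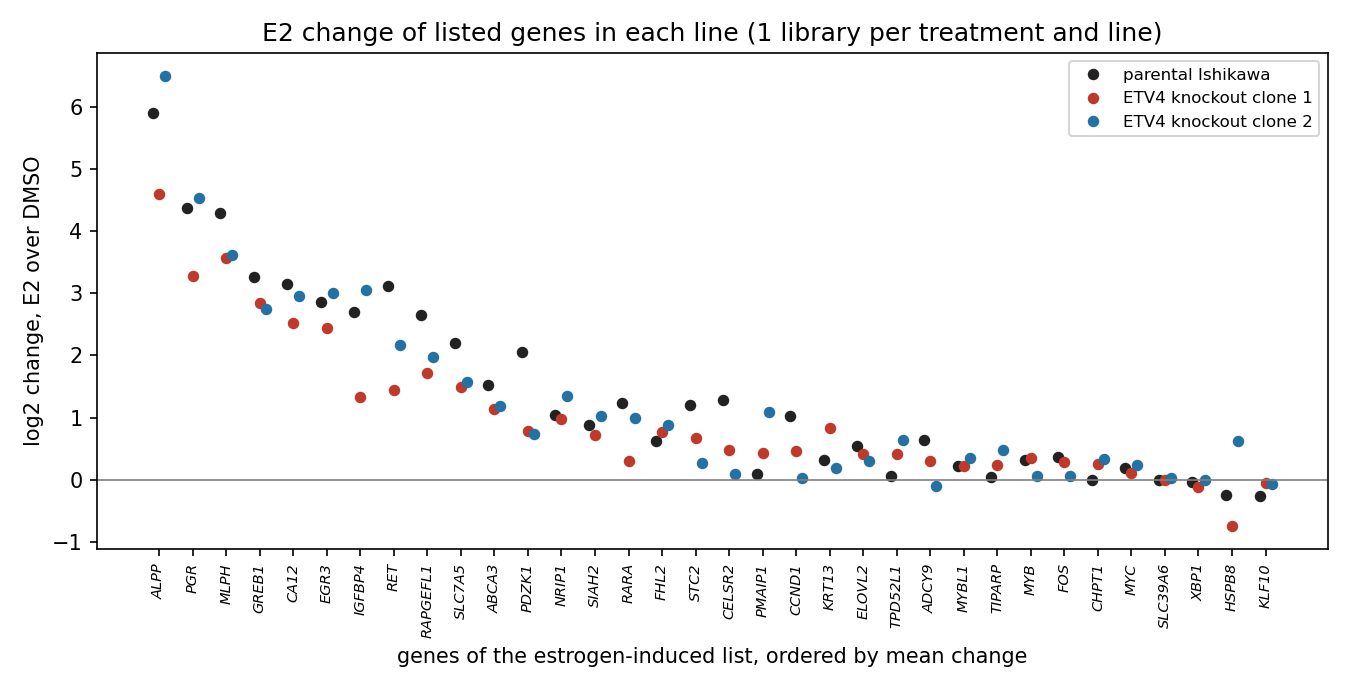
E2 log2 change over DMSO (vertical axis) of the 34 tested genes of the estrogen-induced list (horizontal axis, ordered by mean change), with 1 point per line and 1 library per treatment behind each line. ALPP, PGR, MLPH and GREB1 rose by more than 2-fold in all 3 lines, and the medians over the list were 0.96 in the parental line, 0.58 in clone 1 and 0.68 in clone 2.

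Over the whole transcriptome, E2 changes of at least 2-fold were counted in each line from its pair of libraries. In the parental line 945 genes were higher and 478 lower. Clone 1 had 216 higher and 72 lower, and clone 2 had 199 higher and 136 lower. The SD of the E2 log2 change across genes was 0.71 in the parental line, 0.41 in clone 1 and 0.44 in clone 2. These counts compare single libraries and have no replicate check. The GC and length correction, chosen after seeing the data, moved the parental counts most, to 693 higher and 374 lower.

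Selecting genes in 1 line inflates that line's change, so each line was used in turn. Over the 1423 genes changed at least 2-fold in the parental line, the median change in that direction was 1.27 in the parental line itself, 0.59 in clone 1 (95% interval 0.57 to 0.61) and 0.40 in clone 2 (0.37 to 0.44). Over the 288 genes selected in clone 1 it was 1.31 in clone 1, 1.75 in the parental line (1.59 to 1.90) and 1.21 in clone 2 (1.09 to 1.35). Over the 335 genes selected in clone 2 it was 1.35 in clone 2, 1.30 in the parental line (1.20 to 1.46) and 1.01 in clone 1 (0.92 to 1.09). The direction was shared with the parental line for 97.6% of the genes selected in clone 1 and for 95.2% of those selected in clone 2. Of the genes selected in the parental line, 97.6% changed in the same direction in clone 1 and 86.8% in clone 2. Genes selected in either clone thus had a parental median above that of the other clone. As a difference, lowering the selection to 1.5-fold moved a median most for the genes of clone 1 read in clone 2. That median went to 0.61, with 1.16 in the parental line. As a ratio, the median of the parental genes read in clone 2 moved most, from 0.40 to 0.13.

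**Figure D3:**
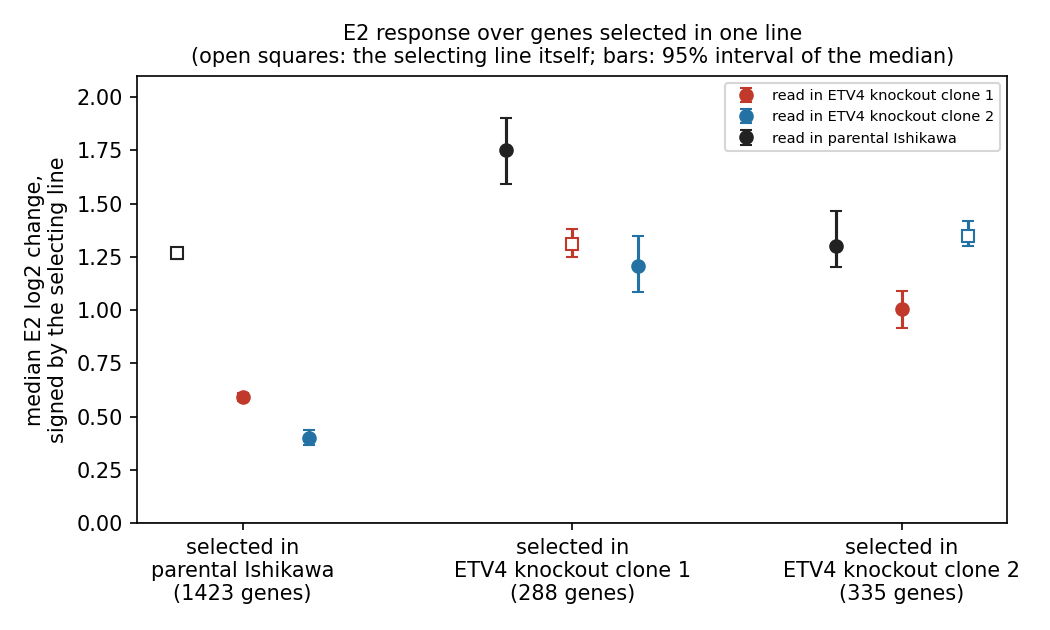
Median E2 log2 change (vertical axis, signed by the selecting line) over genes changed at least 2-fold in the line named on the horizontal axis, with open squares for the selecting line, filled circles for the other lines and bars for the 95% interval of the median across genes. Genes selected in clone 1 had a median of 1.75 in the parental line and 1.21 in clone 2, while genes selected in the parental line had medians of 0.59 and 0.40 in the clones.

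Whether the E2 effect depended on the genotype was tested directly by the interaction. Without the replicate block 0 of 15611 genes had an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1190 genes had an unadjusted p under 0.05. With the replicate block, which rested on 1 residual degree of freedom and the pairing correlation of 0.626, the count was 2470, the value that moved most. Of these genes 1390 had a higher and 1080 a lower E2 log2 change in the clones than in the parental line. Both clones had a smaller absolute change than the parental line for 2302 of them and a larger one for 61. For 362 both clones changed in the direction opposite to the parental line. DESeq2's Wald test without the block called 29 genes. For PGR the interaction was -0.69 (SE 0.76) without the block and -0.61 with it, and for GREB1 it was -0.48 (SE 0.28) and -0.48. Neither passed the threshold in either fit, nor did ETV4, ETV1, ETV5 or ESR1.

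Within each treatment the clones were compared with the single parental library. In DMSO 270 genes were at least 2-fold higher in both clones than in the parental line and 68 at least 2-fold lower. In E2 84 were higher and 64 lower in both clones. Counted per clone in either direction, 531 genes in clone 1 and 1335 in clone 2 differed at least 2-fold in DMSO, against 390 and 355 in E2. These comparisons set 2 clones against 1 library and have no p-value. The GC and length correction, chosen after seeing the data, moved the number higher in DMSO most, to 195.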

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

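The tests of GC content and transcript length, of the parental DMSO library and of an uneven spread between genes were chosen only after the results they bear on were seen; the tests of depth, abundant genes, simulated data with even spread and other odd lines were not. The result itself comes from the paired fit, which was an alternative to the unpaired interaction.

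The E2 effect differed between the knockout clones and the parental line for 2470 genes in the interaction fitted with the replicate block. The unpaired interaction called 0 genes, with 1190 at an unadjusted p under 0.05, and DESeq2 called 29. For 2302 of the 2470 genes both clones had a smaller absolute change than the parental line. The related pattern was the number of genes changed at least 2-fold by E2: 1423 in the parental line, 288 in clone 1 and 335 in clone 2.

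False calls from 1 residual degree of freedom could produce such a count. In 20 simulated data sets with line levels and an E2 effect but no interaction, the paired fit called a median of 0 genes, with 0 in each. That simulation drew count noise at the spread the paired fit itself had estimated, so few calls were fixed in advance and it does not show that the spread was estimated correctly. In 20 further simulations a spread that differs between genes was drawn around the same value, and the median was 1 call, from 0 to 7. The median spread fitted there (biological coefficient of variation) was 0.129, wider than the 0.095 of the real paired fit. Few calls in these fits therefore do not show that 0.095 was estimated correctly. None of those fits (0 of 20) estimated an infinite prior degrees of freedom, unlike the fit of the real libraries. Neither simulation covers a spread of the parental libraries larger than that of the clones, or a shift of 1 whole library, since the residual degree of freedom comes from the clones alone. The fit was also repeated with each clone set apart in place of the parental line. The count was 10 with clone 1 apart and 18 with clone 2 apart, so 1 of the 3 choices gave as many calls. That comparison decides nothing: the residual then holds the difference between the parental line and the other clone, which fixes a wide spread and few calls in advance, and with 3 choices the share cannot go under 0.05.

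GC content was uneven in its relation to the E2 change. Across genes, which are not independent replicates, Spearman's rho of the E2 change with GC content was 0.321 in the parental line, 0.117 in clone 1 and -0.0261 in clone 2. In the parental line the median change was -0.27 in the lowest of 5 equal bins of GC content and 0.34 in the highest. After the correction the paired interaction called 1935 genes, and the genes changed at least 2-fold numbered 1067 in the parental line, 251 in clone 1 and 314 in clone 2. The corrected values covered only the 14607 of 15611 genes with GC content and length, so some of the fall may come from genes left out. The fitted trends therefore accounted for a part of both counts at most. A bias that these trends did not capture is not excluded. At equal depth, after thinning every library to the smallest total, the counts were 1427, 290 and 329. Without the 10 most abundant genes, which took 4.11% to 5.88% of a library, they were 1436, 296 and 342. With median-ratio scaling the parental line had 930 genes higher and 491 lower.

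False calls from an underestimated spread thus remain open, as do a bias that the fitted trends did not capture and the state of single DMSO libraries. The parental DMSO library could depart from the other 5 for reasons other than its genotype, and every comparison with the parental E2 response uses it. On the first principal component (47.0% of the variance) it lay at -71.0, and the other 5 lay between -26.8 and 47.2. On the second component (20.8%) it lay at 9.87, and the DMSO library of clone 2 was the extreme one at -45.5, with the others between -10.5 and 36.4. The SD of the log2 ratio of clone to parental line was larger within DMSO than within E2, by a factor of 1.19 for clone 1 and 1.63 for clone 2. Within DMSO that SD was 0.51 for clone 1 and 0.70 for clone 2, while the SD of the ratio between the clones was 0.48 in DMSO and 0.43 in E2. The DMSO library of clone 2 could therefore depart as well, and the factor of 1.63 does not single out the parental library. A basal difference due to the knockout would give the same values, and with 1 parental library per treatment the data cannot separate the cases. A departing parental library would also make the parental change the larger one for most genes, so the 2302 genes do not decide between them. A swap of treatments is not seen, since PGR was higher in E2 in each line (log2 changes of 4.38, 3.28 and 4.52), and the ETV4 counts followed the genotypes as labelled.

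These tests leave standing an underestimated spread, an uncaptured bias, the DMSO libraries and any property of the parental line other than ETV4. A weaker E2 response of the clones is a hypothesis beside them. It may hold for the size of the response and not for its presence. After the correction, genes selected in the parental line still had medians of 0.63 in clone 1 and 0.47 in clone 2, while those selected in clone 1 had 1.63 in the parental line and 1.32 in clone 2.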

How the results depend on the processing

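Each result was recomputed under the alternatives, changing 1 choice at a time unless a replicate block is named together with a correction or with limma-voom. The random replicate block was also fitted in limma-voom, so it changed the test as well as the block. Median-ratio scaling, the 2 filters on low counts, the 2-fold threshold and unpaired limma-voom left the counts of all 4 tests within 1.5 times their values. The replicate block as a random effect and the fit of all 6 libraries did so for the tests they apply to, as did the GC and length correction without the block. The unpaired interaction called 0 genes in every edgeR and limma-voom fit without the block, with 1190 at an unadjusted p under 0.05 in the planned fit. In all, 84 values stayed within the stated range and 30 moved. The 84 include the ETV4 levels of single clones, which were bound to stay.

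DESeq2 called more genes in each test: 454 for the knockout (297 higher, 157 lower), 1115 for E2 over the 3 lines (759 higher, 356 lower), 310 for E2 in the clones alone (222 higher, 88 lower) and 29 for the interaction (25 higher, 4 lower). All 51 knockout calls of edgeR and 172 of its 176 E2 calls were among them. The cause was not tested.

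The replicate block raised the count from 176 to 384 for E2 over the 3 lines, from 49 to 2227 for the clones alone and from 0 to 2470 for the interaction. The replicate block in limma-voom gave 351, 1876 and 1903, and the replicate block with the GC and length correction gave 678, 2390 and 1935. The paired fits of the clones and of the interaction had 1 residual degree of freedom. The estimated biological coefficient of variation was 0.206 in the unpaired interaction fit and 0.095 in the paired one. In the test over the 3 lines the GC and length correction also moved the share of higher genes, from 80.1% to 67.4% (159 higher, 77 lower) without the block and from 69.8% to 57.2% (388 higher, 290 lower) with it.

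Leaving out 1 line at a time gave from 631 to 996 genes for the knockout (2 fits, each without a clone) and from 49 to 3353 for E2 over the 3 lines (3 fits). Of the 51 knockout calls, 50 were among the 631 genes and all 51 among the 996. The fits without a clone had 4 libraries and 1 residual degree of freedom; the cause of the larger counts was not tested. The fit without the parental line is the same as that of the clones alone. For the clones alone and for the interaction, leaving out a line leaves too few libraries, so these fits could not be made.

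Medians over selected genes moved with the selection. At a selection of 1.5-fold, genes of the parental line had medians of 0.35 in clone 1 and 0.13 in clone 2, genes of clone 1 had 1.16 in the parental line and 0.61 in clone 2, and genes of clone 2 had 0.84 in the parental line and 0.62 in clone 1. At a mean of at least 10 CPM the medians were 0.56 and 0.31 for genes of the parental line, and 1.93 in the parental line and 1.46 in clone 2 for genes of clone 1. With the GC and length correction, genes of the parental line had 0.63 in clone 1 and 0.47 in clone 2. The parental median was above that of the other clone for genes selected in either clone under each of these settings. The list medians, the ETV4 levels (from 14.7% to 16.9% in DMSO across scalings, and 12.3% and 17.3% for single clones) and the counts per line stayed within their ranges. For ETV4 the range was the SD of the clones around their mean, so a single clone could not fall outside it.

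The named genes gave 45 results and 497 alternatives, of which 476 kept their direction and side of the threshold, 12 became weaker, 2 stronger and 7 reversed. The reversals were in genes with small changes. In the knockout comparison ETV1 was at -0.041 in limma-voom, -0.041 with the random replicate block and -0.67 without clone 1, against 0.55 without clone 2. In the E2 comparison without the parental line ETV4 was at -0.038 and ETV5 at -0.0043, against 0.36 and 0.036 without clone 1. In the interaction ETV1 was at -0.00013 with the GC and length correction and -0.041 with the replicate block as well. None of these passed a threshold. The reversals of ETV1 and ETV4 on leaving out a line followed from lines that differed in sign: ETV1 in DMSO was at 9.91 CPM in clone 1 and 4.75 CPM in clone 2 against 7.60 CPM in the parental line, and the E2 change of ETV4 was 0.53 in the parental line, -0.20 in clone 1 and 0.19 in clone 2. The E2 changes of ETV5 also differed in sign, at 0.074 in the parental line, -0.033 in clone 1 and 0.046 in clone 2. For the remaining reversals the cause was not tested. Depth limits genes near the floor of 3 counts, such as TFF1, for which no change could be measured. The E2 increases of ALPI, ALPP and ANPEP also rest on few counts in DMSO. The filter of at least 10 counts in every library removed these genes, so it gave no alternative for them.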

Other observations

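The test of chromosome-wide shifts was chosen only after uncorrected values for it had been seen, and each pattern here was noticed in the data before it was tested; the other tests were set before their values were seen.

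For E2 over the 3 lines, 1 of the 4 splits of the 6 libraries into groups of 3 that part the libraries of each line gave as many calls, the real one with 176. The other 3 gave 0 calls, as did the 6 splits that keep both libraries of some line together, and with 4 splits the share cannot go under 0.05. Those other splits leave the E2 effect in the residual, which widens the spread and fixes few calls in advance. Their 0 calls thus decide nothing. For the knockout comparison, setting each line apart in turn gave 51 calls for the parental line, 1 for clone 1 and 17 for clone 2, so 1 of the 3 choices gave as many. With a clone set apart, the residual holds the difference between the parental line and the other clone. That favours few calls, so the 1 and the 17 cannot be set against the 51. Line-to-line differences could contribute to the 51 calls, since clone 2 alone stood apart in 17 genes and 3 choices cannot reach a share under 0.05.

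Genes that E2 raised in the clones stood higher in the clones than in the parental line already in DMSO. Over the 47 genes called higher in the clones alone, the median log2 ratio to the parental line in DMSO was 0.65 in clone 1 and 0.58 in clone 2, with 38 of the 47 genes higher in each. In E2 the medians were 0.22 and 0.40. Selecting genes by their E2 increase in the clones favours low clone values in DMSO and high ones in E2, so it works against the DMSO values and cannot be set aside for the E2 values. After the GC and length correction (44 of the 47 genes) the lower of the DMSO medians was 0.31, in clone 2, and that of clone 1 was 0.53. The corrected E2 medians were 0.27 in clone 1 and 0.43 in clone 2, so in clone 2 the E2 median was then the higher one. Among 10000 random lists matched on mean expression, at most 0.01% had a DMSO median as high as the uncorrected ones of the 47 genes. The lists were not matched on GC content, and the corrected medians were not set against random lists. The DMSO medians were 0.65 and 0.56 with median-ratio scaling, and 0.82 and 0.75 with total-count scaling. On the estrogen-induced list, fixed beforehand, the DMSO medians were 0.35 in clone 1 and 0.43 in clone 2, with 29 and 21 of 34 genes higher. After the correction they were 0.24 in each clone, with 27 and 18 of 34 genes higher. The corrected E2 medians of the list were 0.09 in clone 1 and 0.18 in clone 2. GC content and length thus account for part of the DMSO medians, and on the list the pattern in clone 2 rests on 18 of the 34 genes. A higher basal activity of estrogen-responsive genes in the clones is a hypothesis that may account for part of the smaller fold changes. In clone 2 the corrected E2 median was above the DMSO one for the selected genes but below it on the list. The pattern also cannot be told apart from a departing parental DMSO library, for which the SD ratio of 1.19 gave no decision.

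Ribosomal protein genes fell with E2 in the parental line. The median log2 change over 73 genes was -0.79 there, with 71 of them lower, against -0.19 in clone 1 and 0.19 in clone 2. It was -0.79 after the GC and length correction, which removed trends of -0.33 to 0.29 from single genes of the set, with a median of -0.08. The trend fitted over all genes was thus smaller at these genes than the median fall. The correction hardly moved their median, so it cannot exclude a bias that the trend did not capture. A bias particular to short transcripts was not tested. With median-ratio scaling the medians were -0.80, -0.20 and 0.20. With total-count scaling, which moves the parental median of all genes to 0.17, they were -0.61, -0.19 and 0.17. Both scalings shift all genes of a library alike, so they do not test the change relative to other genes. The 77 ribosomal protein genes in the table, of which those 73 were tested, took 9.37% (95% Wilson interval 9.36% to 9.38%) of the counts in the parental DMSO library. In the other libraries their share lay between 5.47% in clone 2 in DMSO and 7.12% in clone 1 in DMSO, with 5.90% in the parental E2 library. The ratio to the parental line was -0.52 in clone 1 and -1.02 in clone 2 in DMSO, but 0.11 and -0.05 in E2. The parental DMSO library had the highest share of these genes, so the fall may reflect the state or preparation of those cells rather than E2. Reads shared with processed pseudogenes were not analysed here, and no biological explanation was tested.

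Chromosome-wide shifts, as gains or losses of a chromosome in the clones might give, were not seen. After the GC and length correction the largest median log2 ratio to the parental line held with the same sign in both treatments was 0.05 (0.0478), on chromosome 21 in clone 2. This test covers whole chromosomes and not smaller segments.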
